A study of Danio rerio with 6 samples. Its data were reported in "IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition" (2025).

How the data were processed

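Bulk mRNA sequencing was analysed from guts dissected from zebrafish larvae at 5 days post-fertilization (dpf). There were 3 wild-type (WT) libraries and 3 libraries from larvae carrying a CRISPR/Cas9 deletion in il26, labelled il26KO here. Each library pooled RNA from 10 to 15 guts. Groups and replicate numbers were taken from the sample titles, and each column of the count table was assigned to its sample through the library name that the labels give. The table held 0 further columns of per-sample values.

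The deposited values were raw counts per gene, listed by gene symbol, with no normalization by the authors. Per the labels, the counts came from stranded, poly(A)-selected Illumina libraries sequenced with paired-end reads of 100 bp on a NovaSeq instrument. The reads were checked with FastQC and aligned to the danRer11 assembly by the authors. The aligner, the counting tool, its annotation, its strand setting and its handling of reads that match several genes were not stated. Values of genes with close paralogs, of overlapping genes and of antisense genes were therefore uncertain to an unknown extent. The study named edgeR without stating which of its tests or which threshold was used to call genes.

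The table listed 15419 genes, of which 1899 had 0 counts in every library. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on genotype (minimum count 10, minimum total count 15), which left 11095 genes and set aside 4324. Library sizes were normalized by the trimmed mean of M-values (TMM). Dispersions were estimated with genotype as the only factor, and il26KO was compared with WT by the quasi-likelihood test (glmQLFit with its default settings, then glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and adjusted p-values below 0.05 were called. All tests were two-sided. The standard error of a log2 fold change was the log2 fold change divided by the square root of its quasi-likelihood F. CPM values (counts scaled to a common library size) used TMM library sizes, and log2 CPM used a prior count of 2.

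The samples, tests, alternatives, a list of 25 genes, the gene sets and the rule for naming genes were written down before the data were examined. The rule named il26, the fixed list, and the 5 largest rises and the 5 largest falls among called genes whose il26KO libraries all lay on the same side of every WT library. Of the fixed list, 1 gene was tested with the others and counted in the adjustment, and its values are not reported here. The study and its list of changed genes had been read by then. The fixed list and several gene sets were therefore not independent of the study's own calls on these data. Gene sets for cell cycle, DNA replication, DNA repair and proliferation markers were compiled by hand, because no pathway database was used here. Enrichment was tested with fgsea 1.28.0 (fgseaSimple, 10000 permutations of genes) on genes ranked by the signed square root of F, with Benjamini-Hochberg adjustment over the 4 sets. The share of variance between genotypes was the between-group share of the sum of squares of log2 CPM, tested exactly over the 10 splits of 6 libraries into 3 and 3. The smallest p-value of that test was 0.1.

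The alternatives to these choices were median-of-ratios (RLE) size factors, no count filter, at least 10 counts in every library, leaving out each of the 6 libraries in turn, the replicate number as a block, DESeq2 1.42.0, the edgeR likelihood ratio test, the robust quasi-likelihood fit, a test against a minimum 1.2-fold change (glmTreat), a prior count of 0.5, ranking by log2 fold change, gene sets without the fixed genes, and camera (limma 3.58.1) with the correlation between genes estimated from the data. The replicate numbers came from the sample titles, and nothing in the labels says that same-numbered libraries were collected together. Alternatives chosen after seeing the data were the edgeR exact test, the newer quasi-likelihood estimate of edgeR, a surrogate variable (sva 3.50.0), a skeletal muscle score and the first principal component of a clock gene set as covariates.

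The fits were tested on simulated negative binomial counts with the real library sizes, gene means and dispersions. In each of 5 draws, 200 genes were changed by known fold changes, and the simulated counts were then filtered in the same way as the real ones. Over the 5 draws this left 55110 gene tests, 988 of them of changed genes. The quasi-likelihood test called 89.5% of the changed genes, and 8.30% of its calls were unchanged genes. Unchanged genes made up 16.7% of the calls of the likelihood ratio test, 15.8% of those of the exact test and 14.1% of those of DESeq2.

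Library depth ranged from 15693057 to 28303340 counts. Taking 3 counts as the smallest detectable amount, the floor was 0.106 to 0.191 CPM. These floors cover counting error only, since PCR copies are not independent molecules. Gene order was taken from a RefSeq gene table of the GRCz12tu assembly, used only for which genes neighbour each other. Of the 11095 tested genes, 10569 matched it by symbol and 457 by a synonym, and 69 were not placed. Its coordinates belong to another assembly than danRer11 and were not used here.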

Results

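Gene counts from il26KO and WT larvae were compared to find genes whose expression differed between the genotypes. IL-26 is a cytokine of the IL-10 family. Each genotype had 3 libraries of pooled, dissected 5-dpf guts. Total counts were 25260779, 27225697 and 23247771 in WT replicates 1, 2 and 3. They were 22054088, 15693057 and 28303340 in il26KO replicates 1, 2 and 3. The 10 genes with the most counts took between 15.7% and 16.2% of each library. For every pair of libraries, counts differed by more than sampling noise (chi-square per degree of freedom 16.7 to 53.5), as repeat runs of a single library would not. This does not show that the pools were independent, and the libraries were taken as separate replicates from their titles.

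The targeted gene was examined first. il26 was listed with 0 counts in all 6 libraries, WT included. At these depths the smallest detectable amount was 0.106 to 0.191 CPM. No il26 transcript was therefore detected in these counts in either genotype, and the genotype labels could not be checked from it. The study detected il26 by RT-PCR in WT guts of the same age. Low expression and a loss in alignment or counting cannot be told apart here, since the annotation and counting were not stated.

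The genotypes were then compared across all genes. Genotype accounted for 22.5% of the variance of log2 CPM over the 6 libraries. The mean share over the other 9 splits of the libraries was 19.7%. Of the 10 splits of the libraries into 3 and 3, 3 had a share at least as large, the genotype split included (exact permutation p = 0.3, two-sided; smallest possible p 0.1). The first principal component held 30.6% of the variance and the second 23.6%.

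Of 11095 genes tested, 12 had an adjusted p-value below 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 7 were upregulated and 5 downregulated in il26KO guts. The alternative that moved this number most was the likelihood ratio test, which called 93 genes. Before adjustment, 669 genes had a p-value below 0.05, against 555 expected by chance. Of the 669 genes, 390 were higher and 279 lower in il26KO. This balance was reversed without WT replicate 1 (290 higher and 445 lower) and without il26KO replicate 1 (321 higher and 329 lower). In all 12 called genes the il26KO libraries lay entirely on one side of the WT libraries. Such separation was seen in 10.9% of all tested genes, and chance alone gives 10% for 3 against 3.

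The largest fall was in wu:fd14c02, the RefSeq synonym (GRCz12tu gene table) of a gene that the count table lists under its zgc clone name. It had 226, 216 and 196 counts in WT replicates 1 to 3 and 4, 1 and 2 counts in il26KO replicates 1 to 3. Its mean was 8.44 ± 0.651 CPM in WT and 0.105 ± 0.0661 CPM in il26KO (SD, n = 3 each). The log2 fold change was -6.24 ± 0.26 (SE), with an edgeR adjusted p-value of 0.000118. The counts of il26KO replicates 2 and 3 lay below the detection floor of 3 counts, so the size of this fall was imprecise. The log2 fold change ranged from -6.86 to -5.94 when single libraries were left out. Expression of ipo8 decreased from 32.2 ± 1.56 CPM to 9.66 ± 1.79 CPM (SD, n = 3 each), a log2 fold change of -1.73 ± 0.13 (SE; edgeR adjusted p = 0.00376). Expression of krt96 decreased from 29.5 ± 2.31 CPM to 9.87 ± 0.991 CPM (SD, n = 3 each), a log2 fold change of -1.57 ± 0.10 (SE; edgeR adjusted p = 0.00210). Keratin genes form a large family, and the counting of shared reads was not stated, so the value of krt96 was less certain. The remaining downregulated genes were angptl4, with a log2 fold change of -1.08 ± 0.11 (SE), and dera, with -0.68 ± 0.080 (SE). Their adjusted p-values were 0.0277 and 0.0291 in the edgeR test.

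The largest rise was in gadd45ab, from 21.2 ± 2.96 CPM in WT to 65.9 ± 12.9 CPM in il26KO (SD, n = 3 each). Its log2 fold change was 1.64 ± 0.16 (SE), with an edgeR adjusted p-value of 0.0185. Expression of socs1a rose from 9.76 ± 0.874 CPM to 29.3 ± 6.95 CPM (SD, n = 3 each), a log2 fold change of 1.59 ± 0.18 (SE; edgeR adjusted p = 0.0280). Expression of mych rose from 76.9 ± 3.08 CPM to 184 ± 37.5 CPM (SD, n = 3 each), a log2 fold change of 1.26 ± 0.14 (SE; edgeR adjusted p = 0.0280). Smaller rises were found for si:dkey-222f8.3, with a log2 fold change of 0.82 ± 0.091 (SE), and slc34a2a, with 0.79 ± 0.091 (SE). The remaining upregulated genes were glula and myca, with log2 fold changes of 0.59 and 0.79. The calls of wu:fd14c02, krt96 and ipo8 were made in all 6 fits that each left out one library. Of the others, gadd45ab was called in 3 of those fits, mych in 2, and socs1a and angptl4 in 1 each. The remaining 5, si:dkey-222f8.3, slc34a2a, dera, glula and myca, were called in 0 of them. Their direction held in every alternative fit. Log2 fold changes ranged from 0.75 to 0.88, 0.69 to 0.82, -0.73 to -0.64, 0.56 to 0.61 and 0.69 to 0.86 in this order. A fit with fewer libraries also has less power, so a lost call does not by itself show dependence on a single library. Of the 12 genes, ipo8, si:dkey-222f8.3 and dera lay among the 100 tested genes nearest to il26 in the gene order of GRCz12tu.

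To ask whether genes named in the study for cell cycle, DNA damage, inflammation, the IL-26 receptor and innate lymphoid cells changed in these libraries, a list of 25 genes was fixed in advance. Of these, 23 were listed in the table and 17 had enough counts to be tested. The genes rad50 and rorc were not analysed here. The genes tnfa, il1b, il10, nitr4a, il13 and cdkn2c had too few counts, with 17, 47, 2, 50, 20 and 61 counts over the 6 libraries. Adjusted over the list alone, 5 genes had an edgeR p-value below 0.05, and adjusted over all genes 3 did. Several genes of the list were the study's own calls on these data, so passing over the list shows no stability. No alternative moved the count of 5 more than leaving out il26KO replicate 1, which gave 7. The 5 genes were myca, mycb, mych, gadd45ab and gadd45ba, all higher in il26KO. For mycb, the test gave a log2 fold change of 0.86 ± 0.14 (SE) and an edgeR adjusted p-value of 0.133 over all genes and of 0.00120 over the list. For gadd45ba, it gave a log2 fold change of 0.68 ± 0.16 (SE) and an edgeR adjusted p-value of 0.343 over all genes and of 0.0103 over the list. For myca, the edgeR adjusted p-value was 0.0408 over all genes and 0.000250 over the list. Expression of prmt1 was higher in il26KO with an unadjusted edgeR p-value of 0.0387, and did not pass after adjustment over the list. The genes ccnh and mad1l1 did not pass the threshold, with unadjusted edgeR p-values of 0.0630 and 0.0642.

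No change was detected for 8 further genes of the list. The study's text named brca2, rad51b and ercc1 as lower after injection of recombinant IL-26, a separate dataset. It named stat3 from single-cell data, il20ra and il10rb as receptor subunits, and gata3 and eomesa as markers of innate lymphoid cells. These 8 values therefore do not test changes that its text reported for this bulk comparison. Among the DNA damage and repair genes, the log2 fold changes were 0.18 ± 0.17 for brca2, 0.15 ± 0.21 for rad51b and 0.015 ± 0.12 for ercc1 (SE). The receptor subunits differed by less than 2 standard errors, with log2 fold changes of 0.16 ± 0.11 for il20ra and 0.080 ± 0.080 for il10rb (SE). The log2 fold change was -0.12 ± 0.077 for stat3, 0.093 ± 0.14 for gata3 and -0.22 ± 0.38 for eomesa (SE). The signs for ercc1, gata3 and eomesa changed when single libraries were left out.

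**Figure D1:**
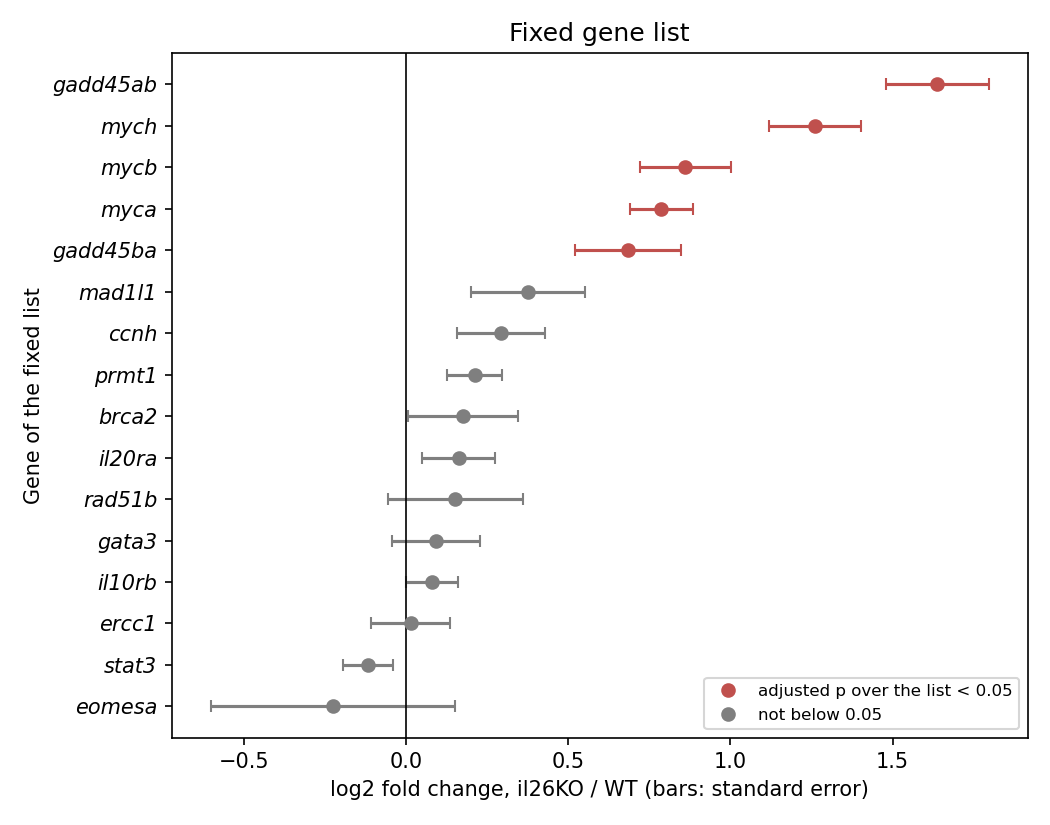
Log2 fold change of il26KO over WT on the horizontal axis for 16 of the 17 tested genes of the fixed list, with bars of 1 standard error from the edgeR quasi-likelihood fit. Red points are the 5 genes with an adjusted p-value over the list below 0.05, and grey points are the others; gadd45ab is highest, at 1.64, and eomesa lowest, at -0.22 with an SE of 0.38.

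Gene sets were compared next, to address proliferation and DNA damage. The cell cycle set had 101 tested genes, of which 80 had a positive log2 fold change, and its normalized enrichment score (NES) was 2.20. Its adjusted p-value over the 4 sets was 0.000339 by permutation of genes, the smallest that these permutations could give. The set of 58 proliferation markers had an NES of 2.17 and an adjusted permutation p-value of 0.000339, again the smallest that could be given, and 53 of its genes were higher in il26KO. The DNA replication set of 39 genes had an NES of 1.80 (adjusted permutation p = 0.00372), with 32 genes higher. The DNA repair set of 77 genes had an NES of 0.92 (adjusted permutation p = 0.611), with 46 genes higher. Few genes of the sets had an unadjusted edgeR p-value below 0.05. They were 8 for cell cycle, 3 for proliferation markers, 1 for DNA replication and 3 for DNA repair. Permuting genes treats them as independent, which they are not. Camera allows for correlation between genes. Its p-values, before adjustment over the sets, were 0.0945 for cell cycle, 0.391 for proliferation markers, 0.390 for DNA replication and 0.762 for DNA repair. For cell cycle and proliferation markers camera was the only alternative run that lost the call. The remaining alternatives all permuted genes, so they could not test the assumption of independence. For the other 2 sets, leaving out il26KO replicate 2 moved the score most, to an NES of 0.93 for DNA replication (adjusted permutation p = 0.767) and of -0.80 for DNA repair (adjusted permutation p = 0.868).

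Set scores, the mean log2 CPM of a set minus its mean over the 6 libraries, were compared between libraries. The cell cycle score was -0.069 ± 0.087 in WT and 0.069 ± 0.017 in il26KO (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). The proliferation score was -0.077 ± 0.23 in WT and 0.077 ± 0.17 in il26KO (SD, n = 3 each; exact permutation p = 0.3). The DNA replication score was -0.070 ± 0.16 in WT and 0.070 ± 0.16 in il26KO (SD, n = 3 each; exact permutation p = 0.5). The DNA repair score was -0.027 ± 0.10 in WT and 0.027 ± 0.067 in il26KO (SD, n = 3 each; exact permutation p = 0.4). These tests were two-sided and could not go below 0.1. The genotypes overlapped in the proliferation, DNA replication and DNA repair scores, and did not overlap in the cell cycle score.

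**Figure D2:**
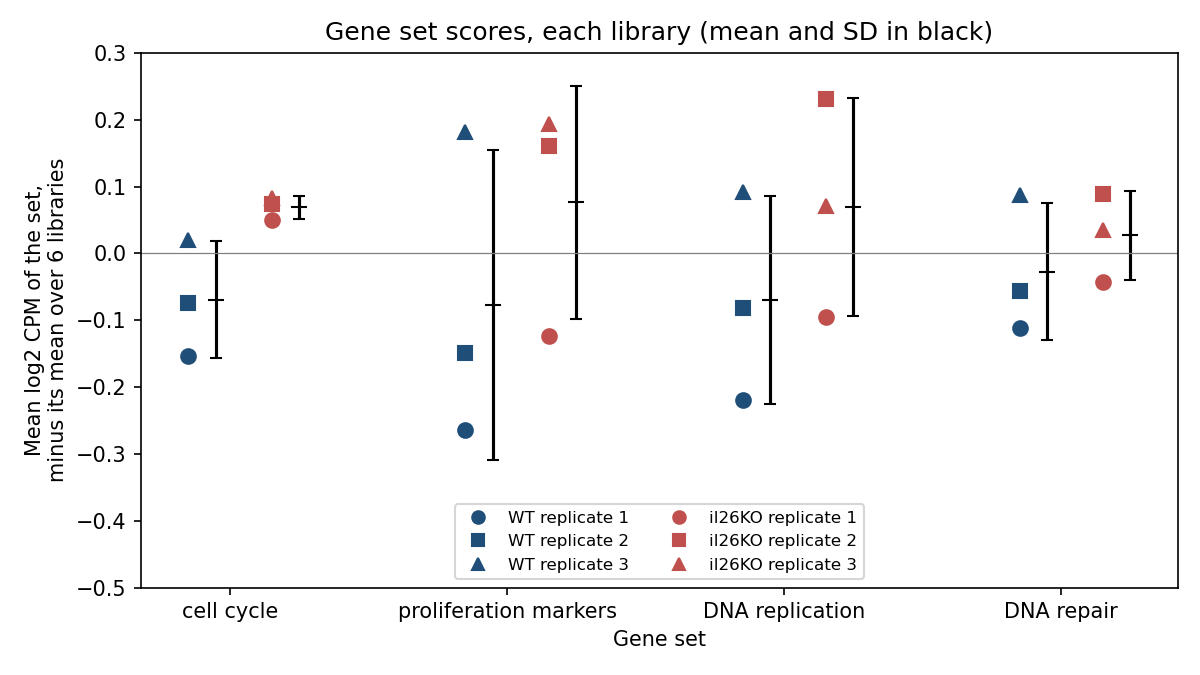
Score of each of the 4 gene sets in each library, as mean log2 CPM minus the mean over the 6 libraries, with WT in blue, il26KO in red, symbol shapes for replicates, and the mean and SD of each genotype in black. The cell cycle scores of the 3 il26KO libraries, 0.050 to 0.083, lie above those of the 3 WT libraries, -0.15 to 0.021, while the genotypes overlap in the other sets.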

Values the study reported

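In the bulk comparison of 5-dpf guts, the study reported 291 genes as upregulated and 275 as downregulated in il26-/- larvae relative to WT.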

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

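The count of 12 genes with an adjusted p-value below 0.05 stayed within 1.5 times under RLE size factors (12), no filter (13), at least 10 counts in every library (11) and the robust fit (13). All 12 genes were shared under RLE factors, no filter and the robust fit. The count rose to 84 with DESeq2 and 93 with the likelihood ratio test, and fell to 6 against a minimum 1.2-fold change. Of the alternatives chosen after seeing the data, the exact test gave 89 genes, a surrogate variable as covariate 34, the muscle score 11, the clock component 8 and the newer quasi-likelihood estimate 12. All 12 genes were among the calls of DESeq2, the likelihood ratio test, the exact test and the surrogate variable fit. Only 8 of the 12 were among the 11 calls of the muscle score fit, and 8 were called in the clock component fit. With the muscle score, socs1a, mych and dera each had an edgeR adjusted p-value of 0.0512. In the simulated data, DESeq2, the exact test and the likelihood ratio test made 1043, 1106 and 1121 calls against 964 for the quasi-likelihood test. Of these calls, 147, 175 and 187 were of unchanged genes, against 80. The quasi-likelihood test already called 89.5% of the changed genes there. The simulation therefore left little room for a rise like that in the real data, and cannot decide what caused it. Its changes were also all larger than the real ones of si:dkey-222f8.3, slc34a2a, dera, glula and myca. The share of 89.5% need not hold for changes of their size. What caused the changes in count was not settled. The 6 fits that each left out one library called from 3 to 8 genes. Without il26KO replicate 2, 4 of the 5 called genes were among the 12, and without il26KO replicate 3, 6 of the 8. In the other fits that left out one library, all called genes were among the 12. Without WT replicate 1, 2 or 3, 0 of the called genes were higher in il26KO (290, 266 and 538 at an unadjusted p below 0.05), and without il26KO replicate 1, 2 or 3, 2, 2 and 3 were. The unadjusted count of 669 ranged from 424 to 1024 genes over those fits and was 281 against a minimum 1.2-fold change. The fixed list kept a count of 5 under every alternative that was run, except that leaving out il26KO replicate 1 gave 7.

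With the replicate block, 2 genes had an adjusted p-value below 0.05 and 626 an unadjusted one. The 2 genes were wu:fd14c02 and krt96, both lower in il26KO, and ipo8 was not called (edgeR adjusted p = 0.0780). Same-numbered libraries came from different larvae, and the mean correlation of their deviations from the group means was -0.0516 (-0.226, -0.0426 and 0.114 for replicates 1, 2 and 3). With the replicate block, the NES was 2.16 for cell cycle, 2.27 for proliferation markers, 2.05 for DNA replication and 0.87 for DNA repair. The genotype share of variance was then 35.3% (exact permutation p = 0.2). Removing the block takes variance out of the total, so this share cannot be set against the 22.5% without it.

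The cell cycle and proliferation sets kept their direction and an adjusted p-value below 0.05 under every alternative run for the gene sets except camera. Apart from camera, those alternatives all used the same permutation of genes, so they do not test its assumption of independent genes. Without the fixed genes the NES was 1.84 for cell cycle and 2.17 for proliferation markers. The camera p-values were 0.0945 and 0.391 before adjustment over the sets, and 0.378 and 0.521 after it. The alternatives to the quasi-likelihood test and to its settings were not run for the gene sets. DNA replication lost significance with camera (0.390), without WT replicate 1 (adjusted p = 0.178) and without il26KO replicate 2 (adjusted p = 0.767), and its NES ranged from 0.93 to 2.48 and its adjusted p-value from 0.000295 to 0.767 over the fits that left out one library. The NES of DNA repair ranged from -0.80 to 1.24 over the same fits, with its sign reversed in 3 of them. The cause was not tested. The log2 fold change ranged from -0.088 to 0.11 for ercc1, from -0.021 to 0.21 for gata3 and from -0.45 to 0.14 for eomesa when single libraries were left out. These 3 genes were the only ones of the 25 tested individually whose sign reversed. Apart from those fits and the block, 19 results for single genes changed their side of the threshold, 11 becoming weaker and 8 stronger. In the fits that left out one library, 41 of 150 such results became weaker and 0 stronger. With the block, 9 of 25 became weaker and 0 stronger. The block fit and those without one library had fewer residual degrees of freedom, which alone can lose calls.

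The genotype share of variance was 20.9% to 23.2% under the other scaling, filters and prior count. It was 23.1% to 30.2% with single libraries left out (exact permutation p = 0.2 to 0.7). Fewer libraries raise the share expected by chance. None of these settings could bring its p-value below 0.1, so they show no stability. il26 had 0 counts, so no alternative could give it a fold change, and tnfa, il1b, il10, nitr4a, il13 and cdkn2c were too low to test under the main filter.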

Other observations

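The il26 chromosome test was set out before gene positions were examined, whereas the window of 100 genes, the second stretch and all other tests below were chosen after the results were seen.

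Adjusted p-values below 0.05 were found here for 7 genes higher and 5 genes lower in il26KO. Both are lower than the numbers quoted from the study above. Without adjustment the numbers here were 390 higher and 279 lower. They were 351 and 234 with the likelihood ratio test, 324 and 229 with the exact test and 254 and 220 with DESeq2. Against a minimum 1.2-fold change they were 178 and 103. The study's threshold was not stated, and whether its calls were adjusted was not determined here.

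Other splits of the 6 libraries were fitted in the same way. The genotype split parts all 3 same-numbered pairs, as do 3 other splits, and these are called the 4 comparable splits. That choice rests on the replicate numbers alone, and nothing in the labels says that same-numbered libraries were collected together. Of these 4, only 1, the genotype split itself, gave as many as 12 genes with an adjusted p-value below 0.05. Likewise 1 of the 4 gave as many genes with an unadjusted p-value below 0.05, and 1 of the 4 as many genes of the fixed list. The margin for the unadjusted count was small, since another comparable split, WT 1, il26KO 2 and il26KO 3 against the rest, gave 661. The other 6 splits part a single same-numbered pair each. WT 1, WT 2 and il26KO 1 against the other 3 libraries, among those 6, gave 10 genes with an adjusted p-value below 0.05. That split gave 1200 genes at an unadjusted p below 0.05, more than the 669 of the genotypes. Over all 10 splits, 4 gave at least 669. For the gene sets, 1 of the 4 comparable splits had an NES as far from 0 for cell cycle, 2 for DNA replication, 2 for proliferation markers and 4 for DNA repair. Over all 10 splits, 1 was as far from 0 for cell cycle, 5 for DNA replication, 6 for proliferation markers and 8 for DNA repair. With 4 or 10 splits the share cannot fall under 0.05, so none of these results can be told apart from an accidental grouping by this test. The proliferation markers therefore had an NES as far from 0 under 5 splits that mix the genotypes.

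The total counts of the sides of the split with 1200 genes overlapped (exact permutation p = 0.7), and so did their muscle scores (exact permutation p = 0.7). These tests cannot go below 0.1, so neither library size nor muscle RNA was excluded as an explanation of that split. Of the 10 genes called in it, 5 belonged to a set of clock genes written down in advance (tefa, dbpb, cry2, cry3b and cry5). Of 31 clock genes tested, 22 had an unadjusted p below 0.05 in that split, 3 under the genotypes, and from 0 to 4 in the other 8. Without reference to any split, the median SD of clock genes between libraries of the same genotype was 0.38 on the log2 scale, against 0.14 for random lists of as many genes matched on mean expression. It lay at percentile 100 of 10000 such lists. A candidate explanation is that the libraries were collected at different times of day or under different light. Collection times were not used here, and no biological explanation of this spread was tested.

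Skeletal muscle genes varied as well. Their median SD between libraries of the same genotype was 0.50 on the log2 scale, against 0.12 for matched lists, at percentile 100 of 10000 lists. The first principal component, computed without the 29 muscle genes, followed the muscle score over the 6 libraries with Pearson r = 0.953 (exact permutation p = 0.00694) and Spearman rho = 0.943 (exact permutation p = 0.0167). Leaving out the 2 libraries farthest from the median score gave r = 0.944. This was 1 relation tested, and 3 libraries per genotype are too few to recompute it within each. Muscle RNA carried over in the dissection may therefore account for part of the spread between libraries, and intestinal smooth muscle or a difference in staging cannot be told apart from it. Proliferation markers also spread more within genotypes than matched lists, with a median SD of 0.27 on the log2 scale against 0.17, above all 10000 lists at percentile 100. The DNA replication set, with 0.22 against 0.16, lay at percentile 99.9, the cell cycle set, with 0.17 against 0.16, at percentile 82.8, and the DNA repair set, with 0.18 against 0.18, at percentile 26.8.

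Genes with an unadjusted p below 0.05 were not spread evenly over the genome in the gene order of GRCz12tu. On the chromosome of il26 they made up 37 of 424 placed genes (8.73%), against 5.90% on the other chromosomes (Fisher's exact test, two-sided, p = 0.0214). Among the 100 tested genes nearest to il26 they numbered 22, 8 higher and 14 lower in il26KO, against 5.87% of all other genes (Fisher's exact test, two-sided, p = 8.37e-08). On the rest of that chromosome the share was 4.63%. The 22 included ipo8, dera and si:dkey-222f8.3, which were called after adjustment, and il17ra1a and b2m, which were not and are named after their values were seen. Of the 4 comparable splits, 1, the genotypes, had as many near il26, and over all 10 splits the others had 0 to 8. Neighbouring genes are not independent, so the Fisher p-values are too small to an unknown extent. The WT and il26-/- parents were clutchmates kept in separate tanks. A candidate explanation is a parental haplotype carried with the edited allele, since alleles linked to it can differ even between clutchmates. A local effect of the deletion, alleles that map differently to the reference, and an effect of IL-26 on these genes cannot be told apart from it.

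A second stretch of 100 neighbouring genes, on another chromosome, held 27 genes with an unadjusted p below 0.05, 20 higher and 7 lower. In 1000 shuffles of the p-values over gene positions, 0 had a stretch as rich, and the richest had 20. Of the 4 comparable splits, 1, the genotypes, had as many in the same 100 genes, but the stretch was picked for its count. It holds families of related zinc finger and elastase genes, where shared reads may tie neighbouring counts together. A second haplotype that differs between the breeding groups is another candidate explanation. Outside both stretches, 614 of 10826 genes (5.67%) had an unadjusted p below 0.05, against 541 expected by chance, and 9 of the 12 called genes lay there. Both stretches were examined after the results were seen and the second was picked for its count, so leaving them out lowers this share by construction.

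Of 12 further gene sets, compared over 16 sets in all, 7 had an adjusted permutation p-value below 0.05. Higher in il26KO were glucocorticoid-response genes (NES 2.29, adjusted permutation p = 0.000618, 19 of 27 genes higher), cholesterol synthesis genes (NES 2.09, p = 0.000618, 22 of 24 higher), clock genes (NES 1.87, p = 0.00440, 20 of 31 higher) and JAK-STAT feedback genes (NES 1.80, p = 0.00649, 9 of 16 higher). Lower were erythrocyte genes (NES -2.37, adjusted permutation p = 0.000618, 1 of 19 higher), hepatocyte genes (NES -2.30, p = 0.000618, 3 of 33 higher) and acinar pancreas genes (NES -1.85, p = 0.00958, 8 of 29 higher). The value 0.000618 was the smallest that the permutations could give after adjustment. With camera, before adjustment over sets, the p-values in this order were 0.120, 0.355, 0.272, 0.495, 0.0211, 0.459 and 0.691. Of the 4 comparable splits, the number with an NES as far from 0 was 2, 1, 2, 2, 1, 3 and 4 in this order, and over all 10 splits it was 3, 4, 4, 2, 1, 5 and 8. Hepatocyte, acinar and blood cells left with the dissected tissue may account for the lower sets, which these splits cannot decide.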
